A study of Mus musculus with 2 samples. Its data were reported in "MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters" (2023).

How the data were processed

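Single-cell ATAC-seq libraries from back skin of E16.5 embryos were analysed, 1 from Control and 1 from MOF cKO skin. The deposited files hold raw counts of transposition cut sites per peak and cell barcode, which the authors made with cellranger-atac, aligned to mm10 (GRCm38), with peaks and cells called in each library separately. No normalization had been applied. Of the values in the matrices, 88.8% in Control and 91.6% in MOF cKO were even, because both ends of a fragment usually fall in the same peak. Intervals were therefore computed on fragments, taken as sites divided by 2. They cover counting error only, since cells of 1 library are not replicates and no variation between embryos can be estimated. All peaks lay within the chromosome lengths of GRCm38.

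Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, pysam 0.24.0 and bedtools 2.31.1. Peaks on the autosomes, X and Y were used. Because a peak absent from one list has no value in that library, both lists were merged and the 214119 merged regions with a peak from each library (any overlap of 1 bp) were kept as shared regions. A promoter region was a shared region within 500 bp of the transcription start site of a protein-coding gene in the GENCODE mouse annotation of this build, which gave 18975 regions and 15877 genes. A distal region lay more than 2000 bp from any annotated start site, which gave 165639 regions. A gene with several promoter regions was given their sum.

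Barcodes with at least 1000 sites in peaks were kept as cells. The 50000 autosomal shared regions detected in most cells were binarised and weighted by term frequency and inverse document frequency, and 30 singular vectors were computed. Of these, 2 with a correlation of at least 0.5 with depth were left out and 28 were used for a graph of 20 nearest neighbours and Leiden clustering at resolution 1. The libraries were not aligned to each other. Clusters were named from fixed marker genes of epithelial, fibroblast, endothelial, immune, melanocyte, Schwann, muscle and mural cells, where at least 3 markers of the class were 2-fold above clusters of other classes, with a pseudocount of 5 CPM. A shallow cluster with no marker among its top 10 genes stayed unnamed. Doublet scores came from simulated sums of pairs of cells, as the share of simulated cells among 50 neighbours. The class names carry the ending "like" because they rest on promoter accessibility alone.

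Sites were summed over the cells of a class in each library. The promoter share is the percent of sites in shared regions that lay in promoter regions. Changes are log2(MOF cKO / Control) of CPM, the site count scaled to the sites in shared regions of the class, for features with at least 20 sites over both libraries. Intervals were exact binomial for shares, exact Poisson for single counts, exact conditional binomial for ratios, and percentiles of 1000 Poisson resamplings for medians, all at 95%. A side with no sites was set to 1 site. The share of regions past 2-fold from counting noise was simulated with every region at the median change. Gene lists were set against 10000 random lists matched in 20 bins of accessibility. Motif shares were set against 10000 random sets matched in 10 bins of accessibility and 5 of GC content.

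The lists were fixed before the data were examined, as were the comparisons, the markers, the rule for named genes and the alternatives, except where a choice is said to have been made later. The ETC and ATP synthase list matched 76 genes (75 with a promoter value) and the cilium list 103 of 107 symbols (103). The epithelial lineage list, which the study itself compiled, matched 251 of 256 symbols (248), the cytosolic ribosomal protein list 79 (79) and the epidermal differentiation list 49 of 50 symbols (35). The first of these lists holds both old and new symbols for some genes. The lineage list shares 4 genes with the ETC list, 2 with the ribosomal protein list and 12 with the differentiation list. The ETC and cilium lists stand in for the MOF target genes of the study, which were not used here. The lineage list stands for genes that the study used as not bound by MOF, and the ribosomal protein and differentiation lists are further comparisons. The named genes were Kat8, the genes the study used as examples, and the 5 autosomal genes that fell most and the 5 that rose most among those with at least 500 epithelial promoter sites, with 3 distal regions each way under the same minimum. The value of one example gene is not reported here, though it is counted in the summaries of lists and alternatives.

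The calculation was tested on simulated data in which 200 genes were changed by known factors. Medians for changed genes came within 0.0321 log2 units of the true value. Over a set of genes, most of them unchanged, 95.1% of intervals in epithelial-like and 95.5% in fibroblast-like cells held the true value. The counts were simulated with the counting model that the intervals assume. Coverage near 95% therefore checks the calculation only, not variation beyond counting.

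Alternatives were peak pairs with 50% reciprocal overlap, peaks with at least 200 sites, equal numbers of the strongest peaks, promoter windows of 1000 and 100 bp, at least 5000 sites per cell, leaving out the top 5% of doublet scores, clustering resolutions of 0.5 and 2, thinning to 5000 sites per cell, autosomes only, feature minima of 100 sites and of none, and other scalings. These scalings were sites in all own peaks, median of ratios, and sites per cell. For lists, values relative to all promoters and after subtracting a running median over GC content were computed as well, and for motifs, sets of 500 and 2000 regions.

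The TSS enrichment score and insertion profiles need the fragments, which were not used here, so the promoter share stands in for the former. Any filter on cells that the study applied to fragments with ArchR could not be repeated for the same reason. For MOF cKO the study states a cell number slightly above the barcodes in the matrix, and for Control one below them, so its cell set is not the one analysed here. Groups came from the labels alone. The mixing ratio of sorted cells in the labels differs from those in the text of the study, and no correction for it was made.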

Results

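Chromatin accessibility was measured by single-cell ATAC-seq in the back skin of mouse embryos at E16.5. There was 1 Control library and 1 MOF cKO library, in which Cre under the Krt14 promoter deletes the floxed gene of the histone acetyltransferase MOF (Kat8) in epithelial cells. By the labels, GFP-positive epithelial cells and GFP-negative other cells were sorted and recombined at 5 parts to 1 part before the libraries were made. With 1 library per genotype there were no replicates, so no difference between genotypes was tested. The intervals given are 95% intervals that cover counting error only, not the variation between embryos or between library preparations.

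The Control library held 2541 barcodes and 169641002 transposition cut sites in 249679 peaks, and the MOF cKO library held 4348 barcodes and 324310197 sites in 340134 peaks. The median number of sites per barcode was 62973 in Control (range 572 to 676406) and 66239.5 in MOF cKO (range 1783 to 364182). In Control, 359 barcodes had fewer than 5000 sites, against 68 in MOF cKO. After 60 Control barcodes below 1000 sites were left out, 2481 Control and 4348 MOF cKO cells were kept.

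The first comparison asked how far the regions called accessible were shared between the libraries. Of the Control peaks on the chromosomes, 216643 of 249619 (86.8%, exact binomial interval 86.7–86.9) overlapped a MOF cKO peak. Of the MOF cKO peaks, 217540 of 340079 (64.0%, 63.8–64.1) overlapped a Control peak. Peaks covered 215.6 Mb in Control and 292.5 Mb in MOF cKO, with median widths of 882 and 881 bp. The alternative that moved the overlap most took equal numbers of the strongest peaks from each library, which gave 75.6% of Control and 75.5% of MOF cKO peaks. Merging both peak lists gave 214119 regions with a peak from each library, called shared regions here. They held 96.6% of the sites in Control peaks and 88.5% of those in MOF cKO peaks.

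Cells were grouped by accessibility and the groups were named from promoters of marker genes. Epithelial-like cells made up 1405 of 2481 Control cells (56.6%, 54.7–58.6) and 2642 of 4348 MOF cKO cells (60.8%, 59.3–62.2). The sorting and recombination set this share, so it describes the libraries and not the skin. The alternative that moved it most counted 281 shallow Control cells without a name as epithelial, which raised the Control share to 68.0% and placed it above that of MOF cKO. This alternative was chosen after the data were seen. In the cluster of these cells 9 of 10 epithelial markers were 2-fold above clusters of other classes. It stayed unnamed only by the rule for shallow clusters, so the order of the 2 shares is not settled. A minimum of 5000 sites per cell, which leaves out most of those shallow cells, gave 63.7% in Control, also above MOF cKO. Fibroblast-like cells made up 664 Control cells (26.8%, 25.03–28.55) and 1254 MOF cKO cells (28.8%, 27.5–30.2). The other named classes were immune-like (46 and 278 cells in Control and MOF cKO), melanocyte-like (30 and 54), mural-like (23 and 70), muscle-like (23 and 20) and endothelial-like (9 and 26). Epithelial-like cells of the 2 genotypes fell into different clusters. Control made up most of 5 epithelial clusters, and the other 6 held MOF cKO cells alone. Of the MOF cKO epithelial-like cells, 33 lay in the Control clusters. Fibroblast-like cells were partly split by genotype as well. Clusters 5 and 9 held 468 and 297 MOF cKO cells with 1 and 4 Control cells, clusters 7 and 13 held 313 and 195 Control cells with 62 and 32 MOF cKO cells, and cluster 6 held 87 Control and 361 MOF cKO cells.

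To ask whether promoters lost accessibility relative to other regions, the share of sites in shared regions that lay at promoters was compared, with fibroblast-like cells, in which the Cre is not expected to act, as the comparison class. In epithelial-like cells the share was 37.9% in Control (exact binomial interval 37.87–37.90) and 28.8% in MOF cKO (28.77–28.78), a difference of −9.11 percentage points (−9.12 to −9.09). In fibroblast-like cells it was 41.9% in Control and 40.9% in MOF cKO, a difference of −1.01 points (−1.04 to −0.98). Thinning every cell to 5000 sites moved the epithelial difference most, to −8.84 points. Per cell, the median share was 37.4% in Control (quartiles 34.5 and 40.0) and 28.1% in MOF cKO (25.8 and 30.8) in epithelial-like cells, against 41.5% and 40.6% in fibroblast-like cells. The epithelial clusters overlapped in this measure. The Control clusters lay between 36.7% and 39.7%, and 5 of the MOF cKO clusters between 27.4% and 32.5%. The other MOF cKO cluster, of 121 cells with a median of 23740 sites per cell, had a share of 38.7%.

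**Figure D1:**
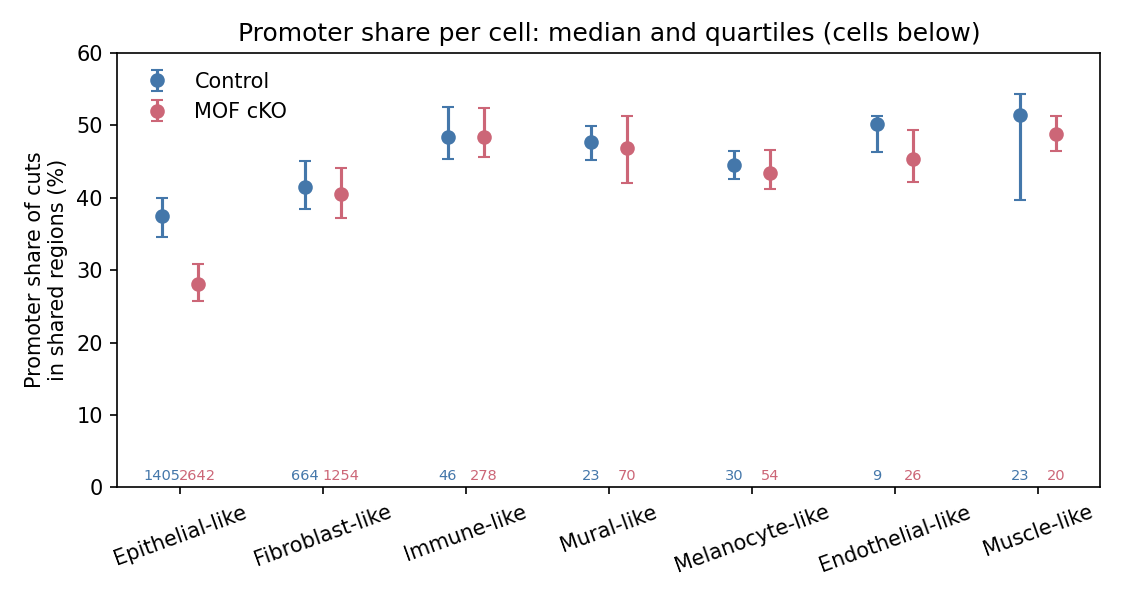
Share of cut sites in shared regions that lay at promoters, in percent per cell, for each cell class in Control (blue) and MOF cKO (red). Points are medians over cells, bars run between the quartiles, and the numbers of cells stand at the bottom. The epithelial-like medians were 37.4% and 28.1%, and the fibroblast-like medians were 41.5% and 40.6%.

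The change at single promoters was given as log2(MOF cKO / Control) of the normalised site count, scaled to the sites in shared regions of the class (CPM). Over 15877 genes the median in epithelial-like cells was −0.41 (−0.42 to −0.41, from Poisson resampling), and 85.8% of genes were lower in MOF cKO. Of these genes, 2.48% fell to 1/2 or less and 2.24% rose 2-fold or more. This balance changed with the scaling, with 4.43% down and 1.85% up when sites in all own peaks were the total, and 1.40% down and 2.83% up with median-of-ratios size factors. Over 15755 genes the median in fibroblast-like cells was −0.03 (−0.03 to −0.03), and 58.6% of genes were lower. Scaling moved these medians most. In epithelial-like cells the median was −0.56 with sites in all peaks of each library as the total, −0.26 with median-of-ratios size factors and −0.49 as sites per cell. In fibroblast-like cells the corresponding medians were −0.08, −0.05 and −0.30. The absolute level of the change is therefore set by the scaling, and values for lists and genes are read against the median of all promoters.

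Gene lists were compared with 10000 random lists of the same size drawn from promoters of like accessibility. In epithelial-like cells the 75 genes of the electron transport chain (ETC) and ATP synthase had a median of −0.48 (−0.50 to −0.46), which was −0.07 relative to all promoters and at percentile 1.40 of the random lists. Their position moved most with thinned cells, to percentile 11.5. The 103 cilium genes had a median of −0.50 (−0.52 to −0.48), −0.09 relative to all promoters, at percentile 0.030. The 248 epithelial lineage genes had a median of −0.47 (−0.48 to −0.46), −0.06 relative to all promoters, at percentile 0.11. The 79 cytosolic ribosomal protein genes, included as a comparison list, had a median of −0.53 (−0.55 to −0.51), −0.11 relative to all promoters, at percentile 0. Each of these lists lay below its random lists by less than 0.1 on the log2 scale, with differences from the random median of −0.05 for ETC, −0.07 for cilium, −0.04 for epithelial lineage and −0.09 for ribosomal protein genes. The 35 epidermal differentiation genes with a value had a median of −0.31 (−0.37 to −0.22), which was 0.11 relative to all promoters and at percentile 74.5. Its position moved most with a promoter window of 100 bp, to percentile 96.3. That list had values for 71.4% of its genes.

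In fibroblast-like cells the ETC list had a median of 0.01 (−0.01 to 0.04) at percentile 99.6, and the sign turned to −0.04 with sites in all own peaks as the total and to −0.26 as sites per cell. Its position kept between percentiles 99.6 and 99.7 under each scaling, 0.05 above the random median in the main setting. The medians were −0.05 for cilium (percentile 11.4), −0.03 for epithelial lineage (percentile 36.5) and −0.03 for ribosomal protein genes (percentile 59.3). The 30 epidermal differentiation genes with a value had a median of 0.30 (0.10 to 0.55) at percentile 98.7. Without the cells of highest doublet score the median was 0.056 (−0.10 to 0.32) over 28 genes.

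**Figure D2:**
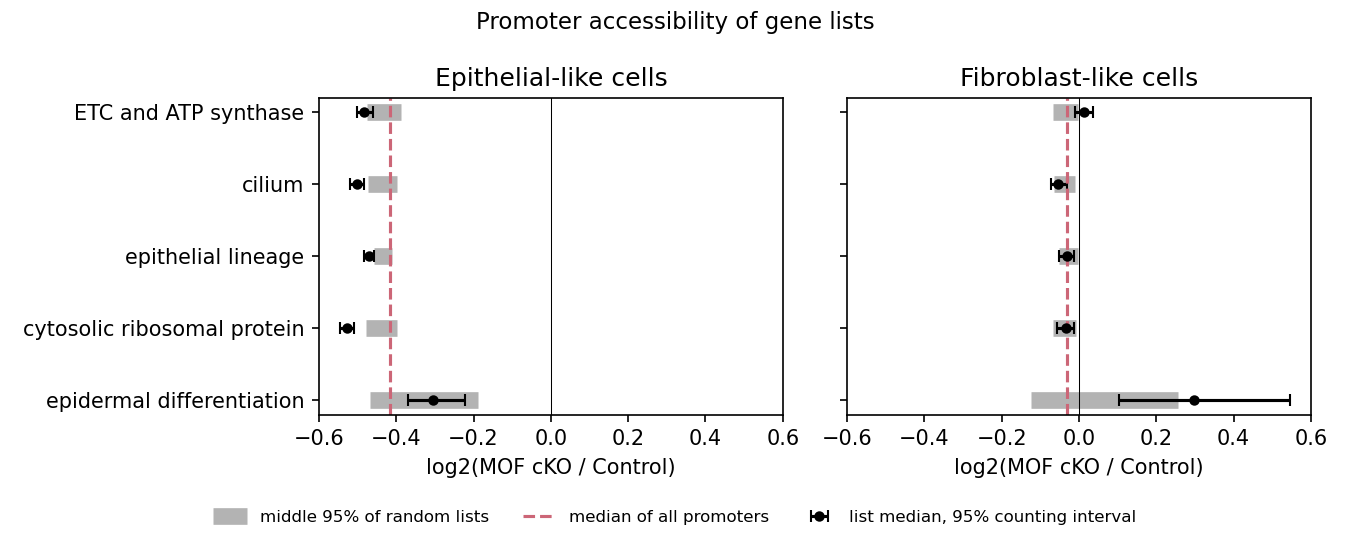
Median log2(MOF cKO / Control) of promoter accessibility for each gene list (black points, bars are 95% counting intervals) in epithelial-like and fibroblast-like cells, with the middle 95% of random lists in grey and the median of all promoters as a dashed line. In epithelial-like cells the ETC, cilium, epithelial lineage and ribosomal protein lists lay between −0.53 and −0.47, below the median of −0.41 of all promoters, and the epidermal differentiation list lay at −0.31, above it.

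Single genes were named by a rule fixed in advance, and their positions are on GRCm38. The promoter region of Kat8 (ENSMUSG00000030801.10, chromosome 7, 127912148 to 127913084) had 48.8 CPM (exact Poisson interval 47.0–50.6) in Control and 36.7 (35.5–37.9) in MOF cKO epithelial-like cells, a log2 change of −0.41 (−0.48 to −0.34). This lay at percentile 50.7 of all promoters. In fibroblast-like cells it changed by −0.09 (−0.24 to 0.06). The promoter of Kat8 says nothing about the deletion itself. Among the genes of metabolism and mitochondria that the study used as examples, the epithelial change was −0.33 for Uqcrc1, −0.51 for Uqcrq, −0.35 for Opa1, −0.52 for Scp2 and −0.30 for Sdha. The Sdha region also serves Ccdc127. Among its ciliary examples the change was −0.81 for Ift74, −0.37 for Wdr34, −0.50 for Ift122 and −0.59 for Tmem138. The Ift122 region also serves Mbd4 and the Tmem138 region Cyb561a3. Ift74 lay at percentile 5.31 of all promoters, Tmem138 at 17.4, and the others given here between 28.1 (Scp2) and 67.6 (Sdha). In fibroblast-like cells every one of these examples had a counting interval that included 0. Stfa1 changed by 0.19 (0.01 to 0.37) in epithelial-like cells, at percentile 90.5 of all promoters, and by 0.044 with sites in all own peaks as the total and 0.34 with median-of-ratios size factors. It belongs to a family of similar genes, among which reads are hard to assign.

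Among autosomal genes with at least 500 epithelial promoter sites, the 5 that fell most were Kiss1 (chromosome 1, region 133320988 to 133321993, −2.77), Minar2 (chromosome 18, 59061946 to 59062870, −2.65), Nhlh1 (chromosome 1, 172057260 to 172058083, −2.20), Pnldc1 (chromosome 17, 12909087 to 12910039, −2.11) and Rab44 (chromosome 17, 3 regions from 29113448 to 29136679, −2.08). Kiss1 fell from 5.19 CPM (4.63–5.82) to 0.763 (0.604–0.951). In fibroblast-like cells Nhlh1 and Rab44 were also lower, with changes of −1.26 (−1.71 to −0.82) and −0.94 (−1.26 to −0.61). The 5 that rose most were Il1a (chromosome 2, 129309553 to 129310499, 4.33), Klra2 (chromosome 6, 131246867 to 131247767, 4.26), Serpinb2 (chromosome 1, 107510901 to 107511823, 4.22), Arl14 (chromosome 3, 69221740 to 69222706, 3.96) and Wfdc11 (chromosome 2, 164673814 to 164674669, 3.93). Il1a rose from 0.414 CPM (0.265–0.615) to 8.29 (7.74–8.86). Klra2 belongs to a family of similar genes. In fibroblast-like cells Wfdc11 had 1 site in Control and 27 in MOF cKO, a change of 4.11 with a lower bound of 1.09 and no finite upper bound. For Klra2 the numbers were 3 and 22, with a change of 2.23 (−0.38 to 5.03). The fibroblast intervals of Il1a, Serpinb2 and Arl14 included 0 too.

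Distal regions, more than 2000 bp from any annotated transcription start site, were compared in the same way. In epithelial-like cells the median change over 165639 regions was −0.10 (−0.10 to −0.09). It fell to −0.24 with sites in all own peaks as the total and turned to 0.06 with median-of-ratios size factors. Distal regions that fell to 1/2 or less made up 13.8% and those that rose 2-fold or more 18.7%, against 0.195% and 0.122% when counting noise alone was simulated. In fibroblast-like cells the median over 152505 regions was 0.04 (0.04 to 0.05), with 8.02% down and 12.1% up, against 2.30% and 3.71% from counting noise. Of the regions past 2-fold, 57.6% were higher in MOF cKO in epithelial-like cells, but this ranged from 47.9% with all own peaks as the total to 67.7% with median-of-ratios factors. In fibroblast-like cells it was 60.2%, and 35.4% as sites per cell.

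Among distal regions with at least 500 epithelial sites, the 3 that fell most lay on chromosome 12 from 79928250 to 79929397 (within the lincRNA 9430078K24Rik, outside its exons, −4.35), chromosome 6 from 98767580 to 98768519 (intergenic, −4.31) and chromosome 2 from 154730549 to 154732424 (within the lincRNA Gm14216, outside its exons, −4.28). The 3 that rose most lay on chromosome 8 from 114261984 to 114262963 (intron of Vat1l, 5.67), chromosome 8 from 68739934 to 68740770 (intergenic, 4788 bp from Csgalnact1, 5.66) and chromosome 10 from 48066802 to 48067693 (intergenic, 5.58). In Control these rising regions held 27, 23 and 42 epithelial sites, and in MOF cKO 2454, 2080 and 3586.

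Sequence motifs of AP-1 and of RFX factors were counted because the study addressed both factor families. For AP-1, the study reported lower RNA of factor genes such as Fos and Jun in MOF cKO basal cells. An AP-1 site (TGASTCA, where S is C or G) lay in 28.3% of all distal regions. Among the 1000 distal regions that rose most in epithelial-like cells, 81.7% (exact binomial interval 79.2–84.1) held one, against 40.2% (37.2–43.1) in random regions matched on accessibility and GC content. Among the 1000 that fell most, 9.60% (7.85–11.6) held one, against 28.2% (25.5–31.0). With 2000 regions in place of 1000 the share among risers was 79.4%, the alternative that moved it most. In fibroblast-like cells the share was 50.2% (47.1–53.3) among the 1000 risers and 27.3% (24.6–30.2) among the 1000 that fell most, against 29.7% in matched regions for each. An X-box, the RFX motif (GTTGCCATGGCAAC with up to 2 mismatches), lay at 2.85% of 15877 promoters. It was present at 3.50% (2.45–4.83) of the 1000 promoters that fell most in epithelial-like cells, at percentile 97.6 of matched sets, and the percentile was 94.8 for 500 promoters and 78.8 for 2000. At the 1000 promoters that fell most in fibroblast-like cells the share was 3.40% (2.37–4.72), at percentile 99.0, and the percentile was 97.1 for 500 promoters and 99.99 for 2000.

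**Figure D3:**
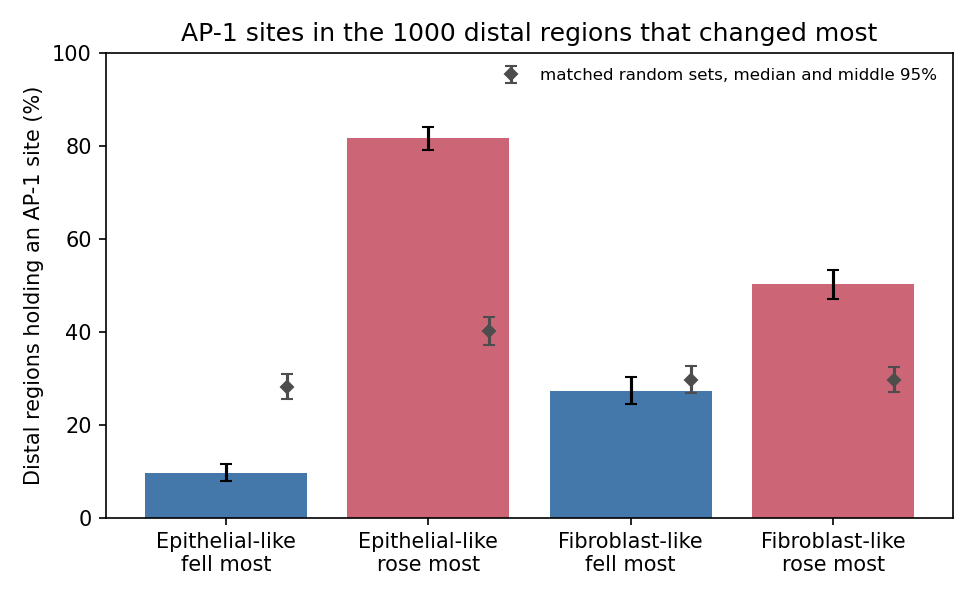
Percent of the 1000 distal regions that fell most or rose most in MOF cKO that held an AP-1 site, for epithelial-like and fibroblast-like cells (bars, with 95% exact binomial intervals). Diamonds are the median and middle 95% of random regions matched on accessibility and GC content. The share was 81.7% among epithelial risers and 9.60% among regions that fell.

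The labels give no sex, so sex chromosomes were compared to look for a difference that would be confounded with genotype. In epithelial-like cells chromosome X held 1.64% of the sites in shared regions in Control and 1.57% in MOF cKO, and chromosome Y held 0.0176% and 0.00686%. In fibroblast-like cells the shares were 1.66% and 1.63% for X and 0.0127% and 0.00892% for Y. The alternative with all own peaks moved the MOF cKO epithelial share of X to 1.69%. Neither library had a peak at Ddx3y, Uty, Kdm5d or Eif2s3y, and each had 8 peaks at Xist. Of the peaks on chromosome Y, 22 of 23 in Control and 14 of 15 in MOF cKO lay at its distal end. In their peaks at these Y genes and at Xist the libraries were alike, which gave no sign of a difference in sex. Their shares of chromosome Y did differ, but nearly all of its peaks lay at that distal end. The sex of the embryos was not otherwise known.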

Values the study reported

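For the single-cell ATAC-seq experiment the study stated 2132 cells from the control sample, of which 1235 were epithelial, and 4369 cells from the MOF cKO sample, of which 2,396 were epithelial. The ratio at which sorted GFP-positive and GFP-negative cells were combined was given as 1:1 in one place and as 2:1 in another.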

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

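The tests of scaling and of doublets in this part rest on values planned in advance but were chosen as tests of an explanation only after the results were seen, and the readings of the tests of doublets and of epithelial DNA in fibroblast droplets were made more cautious after their values were seen.

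Promoters of epidermal differentiation genes moved in opposite directions in the 2 cell classes. The median log2(MOF cKO / Control) was −0.31 in epithelial-like cells and 0.30 in fibroblast-like cells. The difference between the classes was not tested, since there was 1 library per genotype. The epithelial value was negative under each scaling, between −0.45 and −0.15, but it was 0.11 relative to all promoters, which means that these genes fell less than the median promoter. The fibroblast value, over 30 genes, was positive under each scaling but only 0.025 (−0.17 to 0.27) as sites per cell. With thinned cells it was 0.097 (−0.32 to 0.56), but over only 11 genes, so the gene sets differ. Relative to all promoters the fibroblast value over the 30 genes was 0.33, so on that measure both classes had the same sign. Doublets stay open for the fibroblast rise. The fibroblast value was 0.056, over 28 genes, without the cells of highest doublet score. Its interval of −0.10 to 0.32 included both 0 and the value of 0.30. Doublets therefore cannot be told apart from a rise in single cells. The size of the rise depended on the genes counted. The 14 genes with at least 100 fibroblast sites had a median of 0.30 (0.11 to 0.51) at percentile 99.9 of random lists, the list with no minimum had 0.20 at percentile 90.1, and the sum over the 30 genes was 195.2 CPM in Control and 207.5 in MOF cKO. Epithelial DNA in fibroblast droplets was tested with distal regions open mainly in epithelial cells, and these did rise in MOF cKO fibroblast-like cells, with a median of 0.36 against 0.043 for all distal regions. Against it, the level of these regions in fibroblast-like cells, relative to epithelial-like cells of the same library, was 6.18% in Control and 6.03% in MOF cKO, and the same differentiation genes fell in epithelial-like cells, with a median of −0.35. Promoters of epithelial markers also did not rise with them in fibroblast-like cells, with a median of −0.11 and 3 of 10 higher in MOF cKO. The markers do not decide, because the median over all promoters was −0.41 in epithelial-like cells, so epithelial DNA need not raise them. The levels of the distal regions go against a larger share of epithelial DNA in MOF cKO fibroblast-like cells. A constant share stays open for the distal rise. The summed epithelial distal regions rose by 0.37 in fibroblast-like and by 0.40 in epithelial-like cells. An admixture in part of the cells still cannot be told apart from a change in fibroblast-like cells, because distal regions of epithelial cells rose and the test of doublets did not decide. An effect of the genotype on fibroblasts stays open and was not tested.

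The median over distal regions was −0.095 in epithelial-like cells and 0.043 in fibroblast-like cells, in opposite directions. The difference was not tested. The scaling may be the cause of the opposite signs, because the fibroblast median was −0.0075 with sites in all own peaks as the total, and the epithelial median was 0.059 with median of ratios. No biological reading of the signs is offered, since they are not kept under each scaling.

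Regions called only in the MOF cKO library lie outside the comparisons of accessibility, and they held 12.6% of the sites in epithelial-like cells of that library. The reverse share, for regions called only in Control, was 3.29% in Control epithelial-like cells. The regions called only in MOF cKO numbered 122539 and covered 103.7 Mb, with a mean of 244 epithelial sites each, and those called only in Control numbered 32976 and covered 27.1 Mb, with a mean of 120. The greater depth of the MOF cKO library would let weak regions be called there alone. Of the regions called only in MOF cKO, 13.7% lay above the median Control peak after scaling to Control depth, and of those called only in Control 22.5% lay above the median MOF cKO peak after scaling to MOF cKO depth. These shares rest on medians of different peak lists, so they do not show which regions were weaker. Against depth alone, the share was 6.78% in MOF cKO fibroblast-like cells and 12.6% in epithelial-like cells of the same library. Depth and a gain of accessible regions with the loss of MOF cannot be told apart, because peaks were called in each library separately and a region without a peak has no value in the other.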

How the results depend on the processing

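All alternatives given here were planned except the one that counts unnamed cells as epithelial, which was chosen only after the data were seen. No paired analysis was possible because there was 1 library per genotype. Of the values that answer a comparison, 162 stayed within their interval, or for a count of regions within 1.5 times the main count, 86 moved and 6 changed sign from a value whose interval excluded 0. The fibroblast ETC median, whose interval included 0, also changed sign, to −0.038 with all own peaks as the total, −0.26 as sites per cell and −0.0048 with median of ratios. Of the values for named genes under the alternatives, 227 stayed in their interval, 37 moved and none changed sign. Unless stated otherwise, the cause of a move was not tested. Most of the intervals here are narrow because the counts are large, so small moves pass them.

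With 50% reciprocal overlap, 84.8% of Control and 62.2% of MOF cKO peaks were shared. With peaks of at least 200 sites the shares were 93.2% and 55.0%, and with equal numbers of the strongest peaks 75.6% and 75.5%. The last alternative takes the same number of peaks from both lists, so the shares must be close to each other by construction.

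The epithelial share of Control cells was 63.7% with at least 5000 sites per cell, 54.5% without the top 5% of doublet scores and 68.0% with the unnamed cells counted as epithelial. The first and last follow from their construction, because the unnamed cells are shallow. Both place Control above MOF cKO. The MOF cKO share stayed in its interval under each of its alternatives.

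The epithelial difference in promoter share was −9.05 points with reciprocal pairs, −9.28 with a window of 1000 bp, −8.87 with 100 bp, −9.23 without the top doublet scores and −8.84 with thinned cells. The fibroblast difference was −0.95 without the top doublet scores and −0.79 with thinned cells. Both kept their sign under all of these alternatives.

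The epithelial median over all promoters was −0.41 with reciprocal pairs, −0.40 with a window of 1000 bp, −0.42 with 100 bp, −0.42 without the top doublet scores and −0.40 with thinned cells. The fibroblast median was −0.022 with thinned cells.

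Scaling shifts every gene of a class by the same amount, so all promoter values move together by construction. With all own peaks as the total, the epithelial values were −0.56 for all promoters, −0.63 for ETC, −0.65 for cilium, −0.62 for epithelial lineage, −0.67 for ribosomal protein and −0.45 for differentiation genes. With median of ratios they were −0.26, −0.33, −0.35, −0.32, −0.37 and −0.15 in the same order, and as sites per cell −0.49, −0.56, −0.58, −0.55, −0.60 and −0.38. In fibroblast-like cells all own peaks gave −0.081 for all promoters, −0.038 for ETC, −0.10 for cilium, −0.082 for epithelial lineage and −0.085 for ribosomal protein genes. Median of ratios gave −0.048 for all promoters. Sites per cell gave −0.30, −0.26, −0.33, −0.30 and −0.31 in that order, and 0.025 for differentiation genes.

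Relative to all promoters the epithelial values were −0.067 for ETC, −0.086 for cilium, −0.057 for epithelial lineage and −0.11 for ribosomal protein genes, and the differentiation list changed sign to 0.11. This subtracts the median of all promoters, so the change of sign follows from its construction. After the GC trend was subtracted the values were −0.064, −0.085, −0.055 and −0.11, and 0.091 for differentiation genes, again a change of sign. In fibroblast-like cells the values relative to all promoters were 0.043 for ETC, −0.024 for cilium, −0.00069 for epithelial lineage and −0.0039 for ribosomal protein genes. After the GC trend was subtracted cilium was at −0.024 and epithelial lineage at 0.0041, a change of sign at a value near 0.

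Other moves of list values were few. Epithelial differentiation genes were at −0.22 with a window of 1000 bp and at −0.22 with 100 bp. Without the top doublet scores the epithelial lineage list was at −0.50 in epithelial-like cells, and differentiation genes (28 genes) at 0.056 in fibroblast-like cells. With thinned cells ETC was at −0.46 in epithelial-like cells, and cilium at −0.012 and differentiation genes (11 genes) at 0.10 in fibroblast-like cells.

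The epithelial median over distal regions was −0.24 with all own peaks as the total, −0.17 as sites per cell, −0.065 with at least 100 sites and −0.10 with reciprocal pairs, and it changed sign to 0.059 with median of ratios. The fibroblast median was 0.025 with median of ratios and changed sign to −0.0075 with all own peaks and to −0.23 as sites per cell. The sign of either median therefore depends on the scaling. The number of epithelial distal regions at 1/2 or less, 22790, stayed within 1.5 times but ranged from 16915 with median of ratios to 29640 with all own peaks, and that at 2-fold or more, 30908, from 27231 with all own peaks to 35451 with median of ratios. In fibroblast-like cells 21173 distal regions fell to 1/2 or less and 11597 rose 2-fold or more as sites per cell. With at least 100 sites the numbers were 4922 and 8807, which follows in part from the smaller number of regions, 87831. The motif shares stayed in their intervals with 500 and 2000 regions.

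With all own peaks, chromosome Y held 0.0183% of epithelial sites in Control and 0.00606% in MOF cKO, and 0.00842% of fibroblast sites in MOF cKO. Chromosome X held 1.69% of epithelial and 1.66% of fibroblast sites in MOF cKO.

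Depth limits the fibroblast distal values more than the epithelial ones. Counting noise alone would place 2.30% of fibroblast distal regions at 1/2 or less and 3.71% at 2-fold or more, against 0.195% and 0.122% in epithelial-like cells.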

Other observations

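The tests of thinning, of fibroblast-like cells, of doublets, of sites per cell and of regions without AP-1 sites for the promoter share, and those of GC content and of ribosomal protein genes for the ETC list, were chosen as tests of an explanation only after the results were seen, although all of them except that of regions without AP-1 sites rest on values that were planned; the readings of cluster overlap and of epithelial DNA in fibroblast droplets were made more cautious after their values were seen.

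The promoter share of epithelial-like cells was lower in MOF cKO by more than that of fibroblast-like cells. Depth per cell stays open. The difference was −8.84 points after thinning, but thinning at random leaves the expected promoter share of a cell unchanged. It therefore cannot decide whether depth plays a part. A loss of signal in the whole library was argued against by fibroblast-like cells of that library, whose difference was −1.01 points. Doublets were argued against by the difference of −9.23 points without the highest doublet scores. A compression of strong regions was argued against as the whole cause. Promoters stayed below distal regions of the same strength, with a difference of medians of −0.34 on the log2 scale. The matching used 19 of 20 bins and 18026 of 18975 promoter regions, because a bin with too few distal regions was left out. The gap narrowed in the stronger bins. Medians were −0.36 in promoters and 0.31 in distal regions in bin 9. In bin 19, the last bin of strength used, they were −0.47 and −0.39. The difference of −0.34 weights the bins about equally, although strong promoters hold more sites. Compression therefore stays open for the strongest promoters. Promoters lay above distal regions only in bin 1. A rise at AP-1 regions was argued against as the whole cause, because promoters without an AP-1 site stayed below distal regions without one, by −0.14 against −0.31 over all regions.

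GC content stays open. At matched GC the difference between promoters and distal regions in epithelial-like cells was −0.093, smaller than the −0.31 without matching but not 0. The median GC was 58.2% in promoter and 45.0% in distal regions. In regions without AP-1 sites the difference was −0.046 at matched GC. Within the 18 GC bins used for matching, promoters lay below distal regions in every bin except 11, 12 and 17. A difference related to GC content may therefore account for most, but not all, of the lower promoter share. A rise at AP-1 regions may account for some of the rest. A bias of the library with GC would also reach fibroblast-like cells, where the difference at matched GC was 0.044 and that without matching −0.072. Since GC content and promoter identity go together, the test does not separate a technical GC bias in 1 class from a loss of accessibility at GC-rich promoters.

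Another mix of epithelial cell states stays open as well. The ranges of the clusters did overlap, and the highest MOF cKO cluster lay 2.01 points above the lowest Control cluster. That cluster held 121 cells of low depth, and the other 5 MOF cKO clusters lay below every Control cluster. Because clusters followed genotype, a change of state cannot be told apart from a change within states. A fall at promoters in absolute terms is open too. Sites per cell at promoters changed by −0.49, but this number is also set by sequencing depth, so a rise elsewhere with unchanged promoters cannot be told apart from a fall. The loss of MOF is the biological explanation that the design names. With 1 library per genotype it was not separable from differences between embryos or preparations.

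AP-1 sites were frequent in distal regions that rose in epithelial-like cells. This runs in the other direction from the lower RNA of AP-1 factor genes that the study reported in MOF cKO basal cells. RNA of the factors and accessibility at their sites are different measures, and their relation was not tested. Strength and GC content were argued against, since the share of 81.7% was above the highest share of the middle 95% of matched sets, 43.1%. A stress or dissociation response of the whole library stays open. In fibroblast-like cells AP-1 regions rose above matched regions by 0.34, and in epithelial-like cells by 1.02, so a weaker change of the same direction was present in both classes. This may reflect a response shared by all cells of the library. Epithelial DNA in fibroblast droplets stays open as a source of the fibroblast change. Among distal regions open more in fibroblasts the excess was still 0.25, so the fibroblast change was not limited to epithelial regions. Distal regions open mainly in epithelial cells had 6.18% of their epithelial level in Control fibroblast-like cells and 6.03% in MOF cKO. These levels go against a larger share of epithelial DNA in MOF cKO only. A constant share would carry the epithelial rise over. Summed, these regions rose by 0.37 in fibroblast-like and by 0.40 in epithelial-like cells. Some regions open more in fibroblasts are also open in epithelial-like cells, so a part from epithelial DNA is not excluded there either. A response of epithelial cells to the loss of MOF was not tested.

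ETC and ATP synthase promoters lay slightly below matched random lists in epithelial-like cells. GC content was argued against, since the list was at percentile 1.63 after the GC trend was subtracted. A larger fall of promoters open in both classes was argued against, since the list was at percentile 1.84 among such promoters. A change particular to these genes was argued against by the ribosomal protein genes, which lay at percentile 0. The epithelial lineage list, which stands for genes other than MOF targets, lay at percentile 0.11. The position of the ETC list also rested on the setting, with percentile 4.30 for a window of 100 bp and 11.5 for thinned cells. The list lay −0.05 from its random median in epithelial-like cells and 0.05 in fibroblast-like cells. A shift of like size in the other direction thus occurred in the class where the Cre is not expected to act. Relative to the sites in shared regions, 85.8% of promoters were lower in epithelial-like MOF cKO cells, and whether they fell in absolute terms is open, as above. An effect of MOF binding at single promoters was not tested.

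Of the MOF cKO epithelial-like cells, 33 lay in clusters made up mostly of Control cells, and 0 Control cells lay in MOF cKO clusters. The promoter share of these 33 cells was 35.4% (35.3–35.5), against 28.7% in the other 2609. They may be cells that escaped recombination. The test is circular, because the clusters were built from the same accessibility. Their mean doublet score was 0.405, against 0.357 in the others. This mean rests on 12 cells in cluster 14, with a mean score of 0.612, and in the other 4 Control clusters the means of these cells lay between 0.22 and 0.313. Doublets are therefore open for the cells in cluster 14, and escape from recombination cannot be told apart from other causes because of the circular test.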
